A study of Homo sapiens with 26 samples.

How the data were processed

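Reduced representation bisulfite libraries were made from MspI-digested genomic DNA of ARPE-19, Jurkat and SW1353 cells, per the labels' protocols. The labels give normal culture as the treatment and also a serum starvation of 24 h before collection. They describe spiked-in methylated and unmethylated lambda DNA for a measure of conversion error in part of the libraries, and the spike-in reads were not used here. The groups were cell line and generation, as the sample titles give them, with 26 libraries in 6 groups and replicates numbered 1 to 3 in each, replicate 1 in several batches.

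The deposited lists give, for each CpG, the methylation level in percent, which equals methylated reads over all reads, and the counts of methylated and unmethylated reads. The deposited counts are whole reads and are not normalised. The aligner, the methylation caller, the genome build and which libraries of a group entered a list are not stated in the labels or the lists. The names of the lists carry a depth of 100 and an adjusted p of 0.1, with no statement of the test. All 981405 distinct positions are a CG in hg38, and hg38 with GENCODE release 44 was used for annotation. No single list holds a CpG more than once, so strands needed no merging. The smallest coverage in every list was 100 reads. How the lists were selected was read from the values: levels of the level 0 and level 1 lists are bounded in both generations, and those of level 0.5 are bounded in G20 only. Shares of the level 1 and level 0 lists therefore mix coverage, read sampling and level, and the overlap of the level 0.5 lists says little about stability.

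Shares were given with bootstrap 95% intervals from 1000 draws of 1-Mb windows, with Wilson intervals for single sites and exact Clopper-Pearson intervals for class changes. A count of 0 was given with the limit of 3 counts. Sites listed in both generations were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment at 0.05. The code was checked against scipy and tested on simulated data: with 200 sites changed by 20 points, 116 were recovered among 360849 sites at ARPE-19 depths with 0 unchanged sites called, 115 among 261806 at Jurkat depths with 1, and 130 among 281812 at SW1353 depths with 3. G30 levels of level 0.5 sites were compared with the pooled G20 level by a two-sided binomial test with an adjusted p above 0.1 counted as kept; this measure was added after the lists were seen, because the overlap of those lists was uninformative. Classes were permuted over sites within each line 1000 times. Of the 40 fixed imprinted symbols all 40 were found in the annotation, some under a newer name, and MCTS2P and MCTS2 name the same gene. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.

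The genes and sites named were chosen by a rule fixed before the data were examined: up to 6 imprinted genes with at least 3 level 0.5 sites in at least 2 lines, for each class the 3 genes with most sites shared by all 3 lines, and for each line the 2 class-changing sites and the 2 same-class sites past the threshold with the largest difference in level. Alternatives covered the coverage minimum, a stricter selection of the lists, the distance at which sites count as shared, the denominator, the chromosomes used, the top 1% of coverage, the multiple-testing correction, thinning to 100 reads, the generation in which a site is listed, the distance to a transcription start site and one value per 1-kb bin. The lists hold no p-values, so the stricter selection was rebuilt as a binomial p above 0.5. For level 0 and level 1 it was one-sided, against each list's own pooled rate of minority reads. For level 0.5 it was two-sided, against the pooled G20 level.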

Results

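Reduced representation bisulfite sequencing, in which DNA cut with MspI is treated with bisulfite so that unmethylated cytosines are read as thymine, was used to measure CpG methylation in 3 human cell lines. ARPE-19 is a retinal pigment epithelial line, Jurkat is a T lymphocyte line and SW1353 is a chondrosarcoma line. Each line was sampled at 2 generations, labelled G20 and G30. The 26 libraries fell into 6 groups: 4 for ARPE-19 G20, 4 for ARPE-19 G30, 5 for Jurkat G20, 4 for Jurkat G30, 4 for SW1353 G20 and 5 for SW1353 G30. The series asks which CpG sites keep their methylation level from one generation to the next.

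The deposited values were 18 lists of CpG sites, one for each line, generation and methylation class, where the class is level 0 (unmethylated), level 0.5 (methylated on about as many reads as not) or level 1 (methylated). Each site carried one count of methylated reads and one of unmethylated reads for its group, so no spread between replicates could be computed, and the comparisons below are between pairs of read sets, not between conditions with replicates. Intervals cover counting error or the clustering of sites along the genome only, and PCR reads without molecular identifiers are not independent molecules. The lists held between 33009 and 322316 sites, and every site had at least 100 reads. The median coverage of a list ran from 172 reads, for level 1 in Jurkat G30, to 622 reads, for level 0 in ARPE-19 G20. Reads summed over the sites of a list came to between 10134246 and 229521149. These are totals over listed sites and not the depth of the libraries.

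The lists had been filtered differently by class. In the level 0 lists, a site with 100 reads had at most 2 methylated reads, and in the level 1 lists a site with 100 reads had at most 4 unmethylated reads. The limit was tighter at higher coverage: near 1000 reads, level 1 sites of ARPE-19 had at most 28 unmethylated reads in G20 and 27 in G30. A site absent from a list may have had fewer than 100 reads or a level past the limit, and the lists do not separate these cases. The level 0.5 lists were built in another way. In G20 the levels of ARPE-19 ran from 41.0% to 57.5%, whereas in G30 the same list held levels from 7.60% to 93.7%. The G30 range was 4.20% to 89.7% in Jurkat and 0% to 100% in SW1353. Of the level 0.5 sites listed in both generations, 38.9% in ARPE-19, 33.7% in Jurkat and 61.2% in SW1353 had a G30 level outside the range of the G20 list. Presence in the G30 list of level 0.5 was therefore not limited to sites with a G30 level near that class.

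The first comparison was the share of G20 sites also listed in the same class in G30. For level 0, 84.7% of the 231851 ARPE-19 sites were listed again (bootstrap 95% interval over 1-Mb windows, 84.3 to 85.0), as were 86.7% of the 192046 Jurkat sites (86.4 to 87.0) and 85.2% of the 270669 SW1353 sites (84.7 to 85.5). For level 1 the shares were 39.2% of 313457 sites in ARPE-19 (38.9 to 39.5), 33.9% of 144948 sites in Jurkat (33.5 to 34.2) and 53.0% of 35511 sites in SW1353 (52.2 to 53.7). The level 0 and level 1 intervals did not overlap in any line. For level 0.5 the shares were 99.5%, 99.2% and 98.5% in ARPE-19, Jurkat and SW1353, which is set by how those lists were made. In the reverse direction, 84.3% of G30 level 0 sites in ARPE-19, 84.8% in Jurkat and 71.5% in SW1353 were in the G20 list. For level 1 the reverse shares were 81.9% in ARPE-19, 64.0% in Jurkat and 54.4% in SW1353. The G30 level 1 list held 150010 sites in ARPE-19 and 76749 in Jurkat, which is 0.479 and 0.529 times as many as in G20, against 0.973 times as many in SW1353. Counting a listed site within 50 bp as shared raised the ARPE-19 level 1 share to 64.7%, and requiring at least 500 reads in G20 lowered it to 23.8%.

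**Figure D1:**
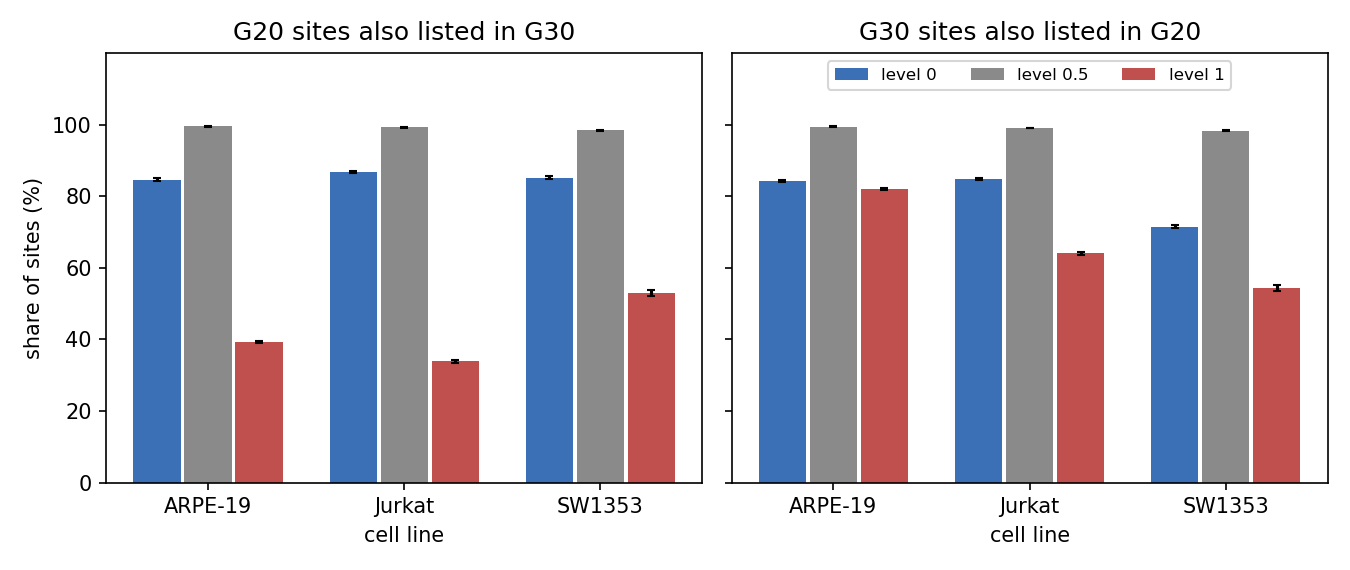
Share of listed CpG sites (%) found in the list of the same class in the other generation, for 3 cell lines and 3 classes; error bars are 95% bootstrap intervals over 1-Mb windows. Level 1 bars are the lowest in every line from G20 to G30, at 39.2%, 33.9% and 53.0%.

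A change of class was the opposite outcome. No site was listed in different classes in the 2 generations among the 360849 ARPE-19 sites listed in both, which allows a share of up to 0.000831% (3 counts of the total), or among the 261806 Jurkat sites, which allows up to 0.00115%. In SW1353 there were 42 such sites among 281812, a share of 0.0149% (exact Clopper-Pearson 95% interval, 0.0107 to 0.0201). Of these, 7 went from level 0.5 to level 0 and 35 from level 0.5 to level 1, and all 42 were also in the G30 list of level 0.5. No site went between level 0 and level 1 in any of the 3 lines. The G30 lists of level 0.5 held only 237, 442 and 548 positions that were not in the G20 list of that class, in the order ARPE-19, Jurkat and SW1353, and 0 of these were in a G20 list of level 0 or level 1. The lists thus had little room to show a change from level 0 or level 1 to level 0.5. With at least 200 reads in both generations 6 of the 42 sites were left, and with at least 500 reads 0 were left.

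Levels at single sites were compared by a two-sided Fisher's exact test on the reads of both generations, with Benjamini-Hochberg adjustment over the sites of a line and a threshold of 0.05. In ARPE-19, 7618 of 360849 sites differed, 4808 higher in G30 and 2810 lower. In Jurkat 4139 of 261806 sites differed, 1157 higher and 2982 lower. In SW1353 15701 of 281812 sites differed, 10089 higher and 5612 lower. Most of them were in the level 0.5 lists: 7307 in ARPE-19, 4126 in Jurkat and 14798 in SW1353, which is 17.5%, 8.95% and 45.5% of the level 0.5 sites tested. Sites of level 0 that differed numbered 269, 10 and 889, and sites of level 1 numbered 42, 3 and 14. Level 0 and level 1 sites could differ by only a few points, because both generations were held to the limits of the lists: the largest difference was 2.63 points for level 0 and 4.59 points for level 1 in ARPE-19. A difference of at least 10 percentage points was found at 6772, 3941 and 14264 sites, all of level 0.5. Thinning every site to 100 reads moved the counts of differing sites most, to 1121 in ARPE-19, 720 in Jurkat and 7850 in SW1353.

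The level 0.5 sites were then followed from G20 to G30. A G30 level was counted as kept when a two-sided binomial test against the pooled G20 level gave an adjusted p above 0.1. By this measure 47.8% of 41705 sites were kept in ARPE-19 (bootstrap 95% interval 47.3 to 48.3), 59.0% of 46123 in Jurkat (58.4 to 59.6) and 27.5% of 32499 in SW1353 (26.9 to 28.1). When reads were simulated at unchanged levels, the shares were 98.3%, 99.2% and 94.7%. Fewer sites passed the test in the simulation, so the adjustment was stricter there than in the data. The gap between the simulated and observed shares is therefore overstated. The mean level rose by 1.33 points in ARPE-19 (1.19 to 1.46), fell by 2.32 points in Jurkat (interval of the change -2.43 to -2.20) and rose by 4.51 points in SW1353 (4.25 to 4.76). By coverage in G20, a comparison added after the data were seen, the SW1353 change was 1.66 points at sites with at least 500 reads (1.21 to 2.14) and 7.67 points at sites with fewer than 150 (7.14 to 8.20). The same changes were 1.09 and 1.34 points in ARPE-19, and -2.04 and -2.11 points in Jurkat. The SD of the difference between generations was 10.2 points in ARPE-19, 8.88 in Jurkat and 17.7 in SW1353, against 4.47, 4.86 and 4.54 points computed from binomial read sampling. Changes at neighbouring sites were correlated over short distances: across pairs of sites 2 to 20 bp apart, which are not independent replicates, Pearson's r was 0.770 in ARPE-19, 0.777 in Jurkat and 0.726 in SW1353. At 10000 to 100000 bp it was 0.0243, -0.00574 and 0.0376. A move of at least 20 points was seen at 6.39%, 4.22% and 28.4% of the sites. The median coverage of these sites was 297 reads in G20 and 277 in G30 for ARPE-19, 248 and 202 for Jurkat, and 266 and 299 for SW1353.

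**Figure D2:**
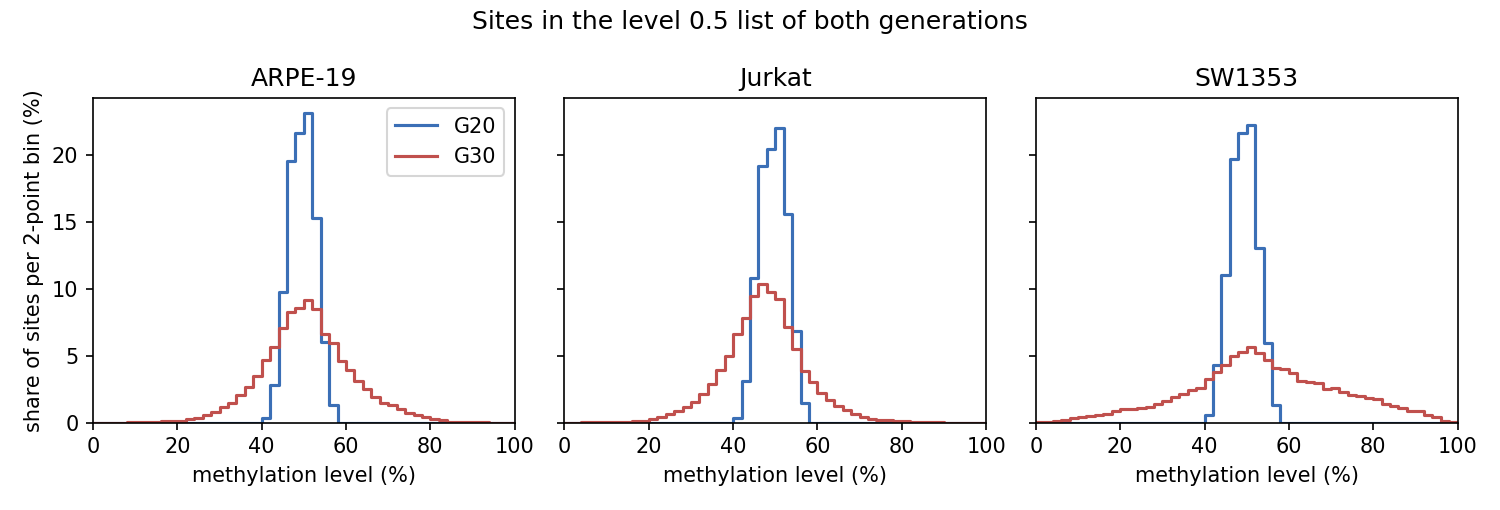
Distribution of the methylation level (%) at sites in the level 0.5 list of both generations, as the share of sites (%) in bins of 2 points, for G20 and G30 of each line. The G20 lists stay within a narrow range, and the G30 levels have an SD of 10.5 points in ARPE-19, 9.37 in Jurkat and 17.9 in SW1353.

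**Figure D3:**
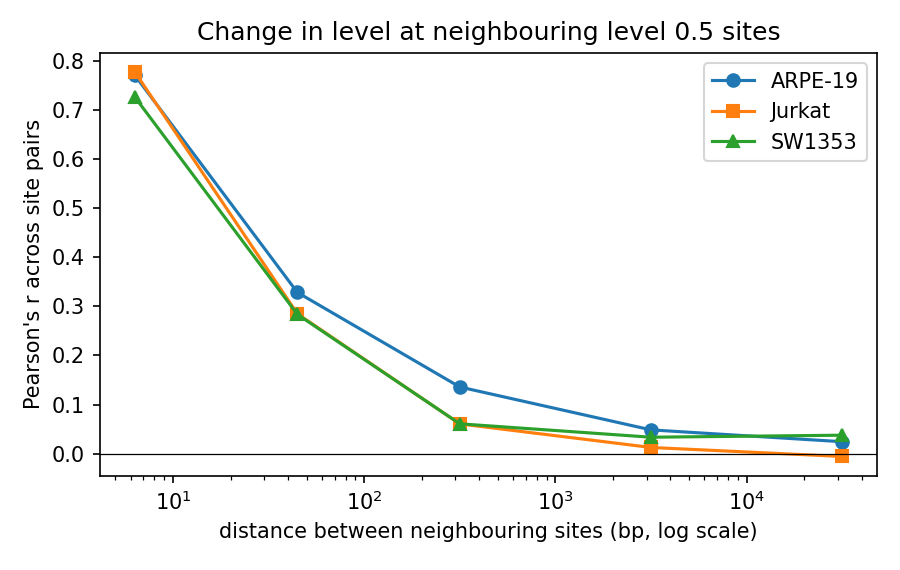
Pearson's r between the G30 minus G20 changes in level of neighbouring level 0.5 sites, across site pairs, against the distance between them (bp, log scale, drawn at the geometric middle of each distance range), for the 3 lines. The values fall from between 0.726 and 0.777 at the shortest distances to 0.0376 or less at the longest.

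The sites with the largest differences were all of level 0.5 in G20. Coordinates are positions on hg38, on which all 981405 listed positions are a CG. In SW1353, the site on chromosome 8 at 2022940 to 2022941, intergenic and 165 bp from a transcription start site, had a level of 44.3% in G20 (212 reads, Wilson 95% interval 37.8 to 51.1) and 98.7% in G30 (153 reads, 95.4 to 99.6). The intergenic site on chromosome 2 at 72838579 to 72838580 had 44.7% in G20 (313 reads) and 98.3% in G30 (238 reads). Both were also among the 42 sites that changed class. In ARPE-19, the site on chromosome 17 at 44829545 to 44829546, in an exon of GJC1, had 48.4% in G20 (157 reads, 40.7 to 56.2) and 92.3% in G30 (284 reads, 88.6 to 94.8). The site on chromosome 1 at 152080746 to 152080747, in an exon of ENSG00000285818, went from 54.3% (138 reads) to 9.02% (133 reads). In Jurkat, the intergenic site on chromosome 4 at 131213728 to 131213729 went from 52.3% (218 reads) to 6.22% (241 reads), and the intergenic site on chromosome X at 147002958 to 147002959 from 50% (172 reads) to 4.20% (119 reads). The adjusted p-values of these 6 sites by Fisher's exact test ran from 2.78e-46 to 1.82e-13.

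Classes were compared between the lines over the 96176 sites listed in one class in both generations of all 3 lines. Of these, 92048 (95.7%) were of level 0 in all 3 lines, 67 were of level 0.5 and 1297 of level 1. Permuting the class over sites within each line, 1000 times, gave means of 88474 for level 0, 0.048 for level 0.5 and 0.476 for level 1. A site of level 0 in one line and level 1 in another was found 543 times, against a permuted mean of 5039. Each of the 4 counts lay outside all permutations, and 0.000999 is the smallest p they can give. Sites are not independent, so these p-values describe the lists. Taking the sites listed in G20 alone raised the count at level 1 in all 3 lines to 5973. For level 0, the genes holding most of the shared sites were ENSG00000249209 with 82 sites, ARID1B with 77 and STX17-DT with 77. ENSG00000249209 (chromosome 21, 33584687 to 33931607) spans the gene CRYZL1, which held 67 shared level 0 sites, so its count is not its own alone. Its 82 sites were all within 1 kb of a transcription start site of any gene. Their mean level in ARPE-19 was 0.475% in G20 and 0.488% in G30. For level 1 they were NFIX (chromosome 19, 12995475 to 13098796) with 10 sites, and MAD1L1 and ENSG00000286192, which overlap, with the same 9 sites; the next gene, MYO9B, also had 9. The mean level over the NFIX sites was 97.5% in G20 and 98.3% in G30 of ARPE-19. It went from 98.4% to 97.8% in Jurkat and from 96.8% to 98.7% in SW1353. For level 0.5, MXRA8 (chromosome 1, 1352689 to 1361777) had 2 sites, both exonic, and the genes after it had 1 each. The mean level of the MXRA8 sites went from 46.7% to 61.0% in ARPE-19, from 49.2% to 45.2% in Jurkat and from 47.5% to 78.4% in SW1353.

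The location of the sites listed in both generations was taken from GENCODE release 44. Within 1 kb of a transcription start site lay 91.9% of level 0 sites in ARPE-19 (bootstrap 95% interval 91.5 to 92.4), 90.1% in Jurkat (89.5 to 90.7) and 81.7% in SW1353 (80.8 to 82.6). The shares for level 0.5 were 32.8% (31.7 to 33.8), 39.9% (38.9 to 41.1) and 37.8% (36.7 to 38.9), and those for level 1 were 21.9% (21.0 to 22.8), 34.3% (33.2 to 35.3) and 39.6% (37.8 to 41.3). The intervals of level 0.5 and level 1 overlapped in SW1353 and not in the other lines. Exons held 49.5%, 22.6% and 23.6% of the level 0, level 0.5 and level 1 sites in ARPE-19, introns 33.1%, 43.2% and 55.8%, and intergenic sequence 17.4%, 34.2% and 20.6%. In the same order of classes, exons held 49.0%, 24.4% and 31.4% in Jurkat and 44%, 26.3% and 40.8% in SW1353, introns 32.3%, 44.2% and 46.6% in Jurkat and 33.7%, 41.4% and 40.8% in SW1353, and intergenic sequence 18.7%, 31.3% and 22% in Jurkat and 22.3%, 32.3% and 18.3% in SW1353. Introns thus held the largest share of level 1 sites in ARPE-19 and Jurkat, while in SW1353 exons and introns held about equal shares of them. Chromosome X held 2.55% of level 0.5 sites in ARPE-19, 1.02% in Jurkat and 3.97% in SW1353. One value per 1-kb bin moved the level 0 share most, to 47.8% in SW1353. The order of level 0.5 and level 1 depended on the distance: within 5 kb the shares were 55.3% and 55.2% in ARPE-19, 59.4% and 63.3% in Jurkat, and 59.5% and 70.6% in SW1353, so the order in Jurkat reversed.

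**Figure D4:**
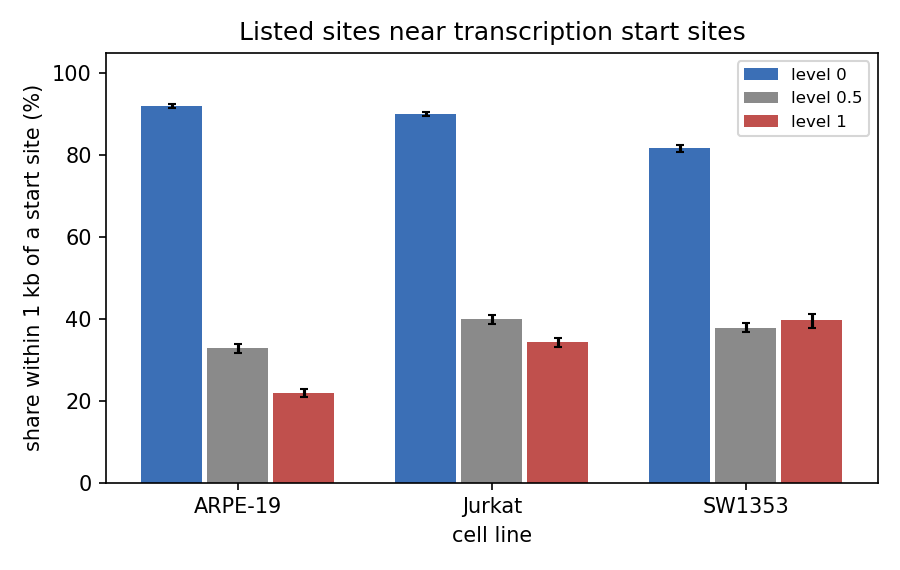
Share of sites (%) within 1 kb of an annotated transcription start site, by class and cell line, for sites listed in both generations; error bars are 95% bootstrap intervals over 1-Mb windows. Level 0 bars lie between 81.7% and 91.9%, above those of the other classes in each line.

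A level near 0.5 is what methylation of one parental allele gives. Level 0.5 sites were therefore counted near the genes of 40 imprinted symbols fixed before the data were examined. Of these symbols, MCTS2P and MCTS2 name the same gene. In ARPE-19, 188 of 41705 level 0.5 sites (0.451%) lay within 5 kb of a listed gene, against 0.143% of the sites of the other classes, a ratio of 3.16 (bootstrap 95% interval 1.16 to 6.75). The ratio was 2.57 in SW1353 (1.08 to 4.25) and 2.39 in Jurkat (0.924 to 4.58). The Jurkat interval included 1, so the difference did not hold up against the clustering of sites in that line. The two-sided Fisher's exact tests, which treat sites as independent, gave p-values of 8.75e-34 in ARPE-19, 1.91e-22 in Jurkat and 1.70e-16 in SW1353. With one value per 1-kb bin the odds ratio in Jurkat fell from 2.40 to 1.23 and was no longer past the threshold. The sites of the other classes are mostly of level 0, of which 0.119%, 0.150% and 0.139% lay near a listed gene in ARPE-19, Jurkat and SW1353, against 0.180%, 0.336% and 0.202% of level 1 sites. Against level 1 sites alone, a comparison added after the data were seen, the ratio was 2.51 in ARPE-19 (0.911 to 5.27), 1.37 in Jurkat (0.568 to 2.45) and 1.83 in SW1353 (0.612 to 4.45). All 3 of these intervals included 1.

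The listed genes with most level 0.5 sites were KCNQ1 (148 sites over the 3 lines), IGF2 (51), PLAGL1 (48), H19 (45), TRAPPC9 (40) and MEG3 (33). KCNQ1 overlaps KCNQ1OT1, and TRAPPC9 overlaps PEG13, so some sites belong to both. At KCNQ1 (chromosome 11, 2444654 to 2849105) the mean level over sites in ARPE-19 was 49.5% ± 3.18 (SD over 60 sites) in G20 and 50.3% ± 10.1 in G30, at a median coverage of 250 and 262 reads. It went from 49.0% to 46.8% ± 8.93 in Jurkat (53 sites) and from 49.0% to 55.1% ± 16.7 in SW1353 (35 sites). At PLAGL1 (chromosome 6, 143940300 to 144064599) the mean level went from 48.4% ± 2.05 to 64.5% ± 3.65 in ARPE-19 (18 sites; median coverage 509 and 453 reads), from 48.6% ± 1.66 to 38.3% ± 6.47 in Jurkat (27 sites; 561 and 267 reads) and from 49.1% to 51.8% in SW1353 (3 sites). At H19 (chromosome 11, 1995166 to 2004552) it was 47.7% ± 2.76 in G20 and 48.1% ± 6.06 in G30 of ARPE-19 (15 sites; 440 and 461 reads), 51.6% and 47.7% in Jurkat (24 sites), and 48.3% ± 4.12 and 40.6% ± 16.9 in SW1353 (6 sites). At MEG3 (chromosome 14, 100779410 to 100861031) it was 50.9% ± 3.12 and 49.1% ± 4.86 in SW1353 (16 sites; 175 and 136 reads), 49.8% and 47.0% in ARPE-19 (10 sites), and 49.4% and 51.6% in Jurkat (7 sites). At IGF2 the G20 and G30 means were 48.7% and 51.1% in ARPE-19, 49.0% and 46.7% in Jurkat, and 51.4% and 67.5% ± 17.2 in SW1353. At TRAPPC9 they were 49.1% and 52.6%, 50.7% and 51.9%, and 50.3% and 51.8% ± 23.7 in the same order of lines. These SDs are between sites and not between replicates.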

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

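The tests of chromosomes, of unconverted cytosines, of methylated cytosines read as unmethylated, of regression and of an amplification preference in this part were chosen after the result was seen. The mean change in level at level 0.5 sites went down in Jurkat and up in the other lines. The Jurkat change minus the ARPE-19 change was -3.64 points, and the Jurkat change minus the SW1353 change was -6.83 points. Each group has one set of reads, so the difference between lines was not tested against replicates.

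A shift of a few chromosomes or loci is argued against. The mean change had the direction of its line on all 22 of 22 autosomes in each of the 3 lines. In points, the autosome means ran from 0.488 to 2.17 in ARPE-19, -3.28 to -1.70 in Jurkat and 2.82 to 6.32 in SW1353. More unconverted cytosines, alike at all sites, in the generation with the higher level would need an added error of 2.63% in ARPE-19 G30, 4.39% in Jurkat G20 and 8.90% in SW1353 G30. Level 0 sites with at least 500 reads in the other generation were listed again with at least 500 reads at 66.7% (bootstrap 95% interval 65.8 to 67.5), 84.5% (83.8 to 85.3) and 69.3% (68.6 to 69.9). Such errors would allow at most 32.5%, 1.17% and 2.42%, with reads spread as widely as at the level 0.5 sites, so they are argued against in each line.

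More methylated cytosines read as unmethylated, alike at all sites, in the generation with the lower level may leave level 0 in place. The error needed was 2.61% in ARPE-19 G20, 4.67% in Jurkat G30 and 8.39% in SW1353 G20. It would leave fewer level 1 sites in that generation. At places with a neighbouring CpG within 10 bp listed in both generations at 150 or more reads, G20 held more level 1 sites than G30 in ARPE-19, with a ratio of G30 to G20 of 0.680 (0.673 to 0.688), and in SW1353, with 0.963 (0.941 to 0.984), which argues against it as the whole cause in those lines. In Jurkat the ratio of 0.754 (0.741 to 0.767) has the direction it needs. Level 1 sites with at least 500 reads in the other generation were listed again with at least 500 reads at 53.2% in ARPE-19, 10.1% in Jurkat (9.43 to 10.8) and 16.5% in SW1353 (15.3 to 17.7). The error allows at most 70.3%, 12.0% and 11.1% under the assumed spread of reads. Lower coverage also lowers these shares: listed again at any coverage were 28.8% of such Jurkat sites. With a neighbouring CpG within 10 bp listed in G30 at 150 or more reads, 56.5% of Jurkat G20 level 1 sites were kept. What the error allows at these sites was not computed, so the error stays open in Jurkat.

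Regression from read sampling, since the sites were chosen by their G20 level, could also move the mean, and would shrink with coverage. At sites with at least 500 G20 reads the change was 1.09 points in ARPE-19 (0.880 to 1.31) and -2.04 points in Jurkat (-2.27 to -1.82), against 1.34 and -2.11 points below 150 reads, which argues against it as the whole cause there. In SW1353 it was 1.66 points (1.21 to 2.14) against 7.67 points, so regression stays open as a part of the rise in that line. Sites of high coverage may also differ in location, which was not tested.

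An amplification preference for methylated or unmethylated molecules, alike at all loci, could shift intermediate levels and leave the others in place. It would move sites near imprinted genes as much as the rest. The mean change near imprinted genes minus that elsewhere was 2.53 points in ARPE-19 (-0.00434 to 7.98), -2.12 points in Jurkat (-5.49 to -0.241) and 0.361 points in SW1353 (-6.10 to 4.91). Only 1 of the 3 intervals excludes 0. By the criterion written for this test that would have counted against the explanation, but the interval rests on 22 windows and the levels at single imprinted genes had been seen when the criterion was written, so it is left open. A change in the cells between generations, which the groups name, is not separated from it by these values and was not tested.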

How the results depend on the processing

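The comparison of imprinted genes with level 1 sites alone and the alternatives for the level 0.5 sites kept in G30 were chosen after seeing the data. Of 147 alternative values, 58 were counted as the same, 71 as moved, 14 as weaker and 4 as stronger. A share was the same within the counting interval of the main value and moved past it. A count was the same within a fixed factor of the main count, and otherwise weaker or stronger. An odds ratio was the same where it kept its direction and its side of the threshold. Shares and counts could not be labelled as reversed, so these labels do not test for a reversal. The order of classes changed under some settings, as given below. The intervals of the shares are narrow because the lists are long, so small moves count as moved. The cause of these moves was not tested, except where fewer sites or reads entered by construction. No paired analysis was possible because the lists do not separate replicates, and for the same reason no replicate could be left out. Merging strands was not run, since no single list holds a CpG more than once.

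Shares of G20 sites also listed in G30 are given in the order ARPE-19, Jurkat, SW1353. With at least 200 reads in G20, level 0 was 85.1%, 86.9% and 86.4%, level 0.5 was 99.4%, 99.1% and 98.1%, and level 1 was 36.7% and 31.7% in ARPE-19 and Jurkat. With at least 500 reads, level 0 was 85.9%, 88.2% and 87.4%, level 0.5 was 99.2%, 98.4% and 97.5%, and level 1 was 23.8%, 28.8% and 55.3%. Under the stricter selection, level 0 was 63.1%, 64.7% and 67.4%, level 0.5 was 19.8%, 25.5% and 12.4%, and level 1 was 25.8%, 23% and 34.0%. Level 0.5 was thus no longer the highest class and lay below level 1 in ARPE-19 and SW1353. The binomial p was two-sided for level 0.5 and one-sided for the other classes. This change in the place of level 0.5 may therefore come from the test and says little about the sites. With a listed site within 50 bp, level 0 was 94.8%, 95.8% and 93.9%, level 0.5 was 99.6%, 99.5% and 99%, and level 1 was 64.7%, 55.3% and 76.5%. Over only G20 sites listed in any class in G30, the share was 100% for each class and line, because a site missing from its own list was in no other. On autosomes, level 0 in SW1353 was 85.6%. Level 1 stayed below level 0 in each line under each of these settings except over sites listed in any class in G30.

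Of the 42 class changes in SW1353, 6 were left with at least 200 reads in both generations and 0 with at least 500. Sites differing in level fell under Bonferroni to 2425, 833 and 8180, and after thinning to 100 reads to 1121, 720 and 7850. With at least 200 reads in both they numbered 2294 in Jurkat and 9081 in SW1353, where fewer sites were tested.

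For the level 0.5 sites kept in G30, with at least 200 reads in both generations the share was 44.5%, 56.8% and 25.2%. With the first site of each 1-kb bin it was 48.5% in ARPE-19 and 26.4% in SW1353. With an unadjusted p above 0.05 it was 57.3% in Jurkat and 29.5% in SW1353, and with a null level of 0.5 it was 57.8% in Jurkat.

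Sites at level 1 in all 3 lines numbered 5973 when listed in G20, 2660 when listed in G30 and 387 with at least 200 reads in all groups. Sites at level 0 in one line and level 1 in another numbered 2254, 1284 and 247 under the same settings. Sites at level 0.5 in all 3 lines numbered 23 with at least 200 reads.

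Within 5 kb of a transcription start site lay 95.6%, 94.2% and 86.9% of level 0 sites, 55.3%, 59.4% and 59.5% of level 0.5 sites, and 55.2%, 63.3% and 70.6% of level 1 sites; the order of level 0.5 and level 1 thus reversed in Jurkat and the gap closed in ARPE-19. With one value per 1-kb bin the shares within 1 kb were 71.9%, 66.8% and 47.8% for level 0, 26%, 28.8% and 31.1% for level 0.5, and 18.3%, 26.9% and 34.3% for level 1. Against level 1 sites alone the odds ratio near imprinted genes was 2.51, 1.37 and 1.83, past the threshold by Fisher's exact test, while the window bootstrap intervals of the ratios of shares included 1. Against both other classes it was 1.23 in Jurkat with one value per 1-kb bin and no longer past the threshold.

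The per-site tests missed part of the simulated changes of 20 points, made at 200 sites in each line. They recovered 58.0% of these sites in ARPE-19, 57.5% in Jurkat and 65.0% in SW1353. In the data 7618, 4139 and 15701 sites differed, so the adjustment was less strict there. The simulated shares therefore do not measure what the tests missed in the data.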

Other observations

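Of the tests in this part, the comparison with read sampling, the correlation with distance, the spread on each autosome, the tests of coverage, the count of sites at places covered in both generations, the sizes of the lists under one limit and the test of a uniform rise in unmethylated reads were chosen after the result was seen. The spread near imprinted genes, the spread at sites shared by all 3 lines, the simulation of reads at the edge of the lists and the share kept with one limit for both lists were written before their results were seen.

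G30 levels at sites of level 0.5 in G20 spread more than read sampling. The observed SD of the difference was at least 1.83 times the binomial value in the 3 lines, so read sampling alone is argued against. The changes of neighbouring sites were correlated over short distances only. Across pairs of sites, which are not independent replicates, Pearson's r at 2 to 20 bp was at least 0.726 in the 3 lines, and at 20 to 100 bp it was, in the order ARPE-19, Jurkat and SW1353, 0.328, 0.285 and 0.284. At 10000 to 100000 bp the largest of the 3 values was 0.0376. Gain or loss of whole chromosomes may shift sites up or down by which homologue is methylated, so the sign of a change cannot exclude it. The absolute changes at 10000 to 100000 bp correlated at no more than 0.0239, and the SD on each autosome was at least 1.72 times the binomial value. A change of a few chromosomes would leave the other autosomes near that value, so it is argued against as the whole cause. The ratios ran from 2.14 to 2.42 in ARPE-19, 1.72 to 1.97 in Jurkat and 3.75 to 4.09 in SW1353. A change of all would thus need a similar size on each. It would move sites methylated on a single homologue away from the middle by a similar amount. G30 levels had a single main peak, at 50% to 52% in ARPE-19 and SW1353 and 46% to 48% in Jurkat. These levels pool all level 0.5 sites, and which of them are methylated on a single homologue is not known. The peak therefore cannot decide, and a change of all chromosomes stays open. Uneven amplification of a fragment, alike at all loci, may give a correlation of this kind, since sites within 20 bp are read from the same molecules. It would spread sites near imprinted genes as much as others. The SD there was below that of the other sites, beyond the bootstrap, in 1 of the 3 lines: the ratio of SDs was 0.877 in Jurkat (0.688 to 0.957), 1.04 in ARPE-19 (0.896 to 1.19) and 0.939 in SW1353 (0.741 to 1.06). Uneven amplification and a change of methylation in the cells cannot be told apart here, because the lists do not separate replicates. A hypothesis that sites half-methylated in several lines are held at that level was also tested. At the 67 sites of level 0.5 in all 3 lines, the SD was below that of the others beyond the bootstrap in 1 of 3 lines, with a ratio of 0.828 in SW1353 (0.680 to 0.959), 0.965 in ARPE-19 (0.770 to 1.16) and 0.947 in Jurkat (0.679 to 1.20); 67 sites are too few to decide it.

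The level 1 lists of ARPE-19 and Jurkat were shorter in G30. Lower coverage in G30 would lose fewer sites of high coverage, but among G20 sites with at least 500 reads the share kept was 23.8% in ARPE-19 and 28.8% in Jurkat, against 45.5% and 39.8% below 150 reads. At places with a neighbouring CpG within 10 bp listed in both generations at 150 or more reads, the number of G30 level 1 sites over that of G20 sites was 0.680 in ARPE-19 (0.673 to 0.688) and 0.754 in Jurkat (0.741 to 0.767), against 0.963 in SW1353 (0.941 to 0.984). Coverage is thus argued against as the whole cause. The ratios over all sites were 0.479 and 0.529. Coverage may account for a part, but these places were also chosen by a neighbour listed in both generations. The gap between the ratios therefore does not measure that part. With a neighbour listed in G30 at 150 or more reads, 58.5% of G20 level 1 sites were kept in ARPE-19 and 56.5% in Jurkat, but this does not decide between explanations, since SW1353, whose list did not shorten, kept 69.8% against 93.2% at level 0. Read sampling at the edge of the list has no direction and is argued against by the same ratios; reads drawn at the G20 level and held to the G30 limit kept 82.1% in ARPE-19 and 80.9% in Jurkat, against 39.2% and 33.9% observed. In SW1353, whose list did not shorten, the simulation also kept more than was observed, 78.6% against 53.0%, so it does not decide. A different list limit in G30 is argued against as the whole cause, because under one limit for both lists the number of G30 over G20 sites was 0.517 in ARPE-19 (0.514 to 0.521) and 0.587 in Jurkat (0.581 to 0.594). The share kept under that limit was 40.4% and 35.2%, which does not decide, since it also stayed below level 0 in SW1353, at 52.9% against 84.7%. A small uniform rise in methylated cytosines read as unmethylated may also shorten a list. Sites with under 1 percent unmethylated reads in G20 and such a neighbour were kept at 72.9% in ARPE-19 and 73.9% in Jurkat, but SW1353 kept 78.7% of such sites, so the test does not decide. The mean level at level 1 sites listed in both generations changed by -0.208 points in ARPE-19, -0.196 in Jurkat and -0.0153 in SW1353. Such a rise alone would lower the level 0.5 sites, which rose by 1.33 points in ARPE-19, although a small error would lower them by little. Such a rise, and a loss of methylation in the cells, stay open and cannot be told apart here.

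Mitochondrial positions were listed mostly at level 0, with coverage of up to 477693 reads at position 6617 of ARPE-19 G20. In ARPE-19, the level 0.5 list held mitochondrial positions 1146, with 51.1% in G20 (708 reads) and 88.5% in G30 (981 reads), and 4620, with 43.9% (164 reads) and 85.6% (118 reads). They were picked after their values were seen, and no explanation was tested.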
